A study of Sus scrofa with 4 samples. Its data were reported in "Partial loss of interleukin 2 receptor gamma function in pigs provides mechanistic insights for the study of human immunodeficiency syndrome" (2016).

How the data were processed

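Gene expression was measured in spleen RNA of miniature pigs with a porcine oligonucleotide microarray from Agilent. The series held 4 arrays. Per the labels, 3 arrays carried spleen RNA of wild-type (WT) pigs and 1 array carried spleen RNA of a pig with a disrupted copy of IL2RG, the gene of the gamma chain shared by the receptors of interleukin 2 and related cytokines. That array is called IL2RG KO here, after the name the study gives its animals. The arrays of thymus that the study also describes were not analysed here. Groups were taken from the sample titles, and WT replicates carry the numbers of those titles. The KO title carries no replicate number.

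Per the labels, the authors amplified total RNA, labelled it with Cy3 and hybridised 1 sample to each array. The file headers list 1 channel for each array, whereas the methods of the study describe a dye pair, so every value here is a one-colour value. The authors scanned the arrays and extracted the deposited intensities with Feature Extraction 11.0.1.1, per the file headers. The intensity used here is the processed signal of each spot, after the background correction of that software, and it was not normalised between arrays. The deposited series table held log2 values for 27421 probes, which were exactly the 27421 probes well above background on all 4 arrays. The sorted log2 values of its columns, deposited by the authors, differed by at most 0.00154. Quantile normalisation of the processed signal over the same probes gave values with a median absolute log2 difference of 0.00018 from the deposited ones and a largest of 0.12. The deposited table was therefore used as a set of quantile-normalised log2 values of probes measured on every array, and only as an alternative to the scanner values.

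Each array held 43803 spots other than controls, for 43603 probes. Spots marked as non-uniform or as population outliers were left out, which removed 28 probes. The processed signal was transformed to log2, the 75th percentile of each array over all probes other than controls was subtracted, and spots of a probe were averaged. A log2 value of 0 thus stands for the 75th percentile of the array. No spot was saturated, with 0 on each array. Probes well above background on at least 1 of the 4 arrays were tested, a filter blind to group, and 33464 of 43575 probes passed it. Of these, 27403 were well above background on all 4 arrays and 6061 on fewer. A probe not well above background on any array of a group has only a bound there. Its bound was taken from the higher of the probe's own value and the lowest signal well above background on each array.

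The files name each probe by a probe identifier and a transcript accession, with no gene symbol. Accessions were matched, without versions, to the RefSeq transcripts of the assembly Sscrofa11.1, and the table of that assembly was used for names only. A symbol was found for 6686 of 43603 probes (15.3%), covering 3020 genes. Probes named by Ensembl transcripts, expressed sequence tags or other identifiers stayed unnamed, so gene lists are only partly covered and several genes of the study, such as IL2RB, JAK3, TBX21 and EOMES, were not analysed here. For a gene with several probes, the probe with the highest mean over the 4 arrays stood for it. No genome coordinates are printed, because the files name no genome build.

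KO was compared with WT by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided). The threshold was a Benjamini-Hochberg adjusted p of 0.05 together with a 2-fold difference. The fit has 2 residual degrees of freedom, all from the WT arrays, and eBayes added 1.94 prior degrees of freedom. The lone KO array was assumed to vary like the WT arrays, so the test set 1 KO spleen against the spread among 3 WT spleens and carries no measure of the spread between KO animals. An exact permutation test over the 4 arrays cannot give a p below 0.25, so only adjusted p values of limma are given for single genes. Precision is limited by the number of arrays. Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 were used to read the files.

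The arrays lay on 2 slides, scanned on 2 dates. Slide 1 held WT 1 and KO, and slide 2 held WT 2 and WT 3. Slide and scan date coincided and are treated as 1 batch. A fit with the slide as a block was run, and its KO coefficient equals the difference between KO and WT 1. That fit has 1 residual degree of freedom, which comes from WT 2 and WT 3. Probes were also divided into 4 equal bins of brightness for each contrast, by the mean of its 2 sides, so that higher and lower probes were treated alike. That division was chosen after the counts had been seen.

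Gene lists were tested with fry from limma, with Benjamini-Hochberg adjustment over the 16 lists that had at least 3 measured genes. For each list the percentile of its median difference was taken among 10000 random lists of equal size, drawn from named genes and matched on mean expression in 10 bins. The lists covered interleukin receptor partners, genes the study names from other assays in spleen or thymus, JAK-STAT genes that the study describes as lower or as higher in KO thymus, T cells, NK cells, B cells, plasma cells, macrophages, granulocytes, erythroid cells, megakaryocytes, cell cycle, interferon response, immediate early response, stroma, pancreas, sex-linked genes and control genes. Genes the study names were partly chosen by the study on these animals, so adjustment over such a list alone is not independent evidence.

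Before the data were examined, the groups, the tests, the filter, the 19 gene lists, the alternatives and the rule for naming genes were fixed. The rule named IL2RG, then IL2RA, IL2RB, JAK1 and JAK3, then any gene of the receptor partner list or of the list of genes the study names that passed the threshold or had a KO value outside the WT range by at least 2-fold. From each other list it named at most 3 genes with the largest difference well above background on all 4 arrays. It further named the 5 genes with the highest and the 5 with the lowest difference past the threshold or, where fewer passed, those with the largest difference among genes well above background on all 4 arrays with KO outside the WT range. Some genes that the rule covers are not reported here. CD72, STAT4, STAT6, IL12RB1 and the genes of the 2 lists added later were named after values had been seen. Those 2 lists, of interferon gamma targets and of acute inflammation, were written after the other results and before their own values were looked at.

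The alternatives were quantile normalisation, a 75th percentile over probes well above background on all 4 arrays, a median shift, normexp background correction (offset 50), no filter, a filter to probes well above background on all 4 arrays, the slide as a block, the deposited table, leaving out each WT replicate in turn, eBayes with a trend or robust, Bonferroni adjustment, no fold threshold, a 4-fold threshold, gene symbols in place of probes, the mean of all probes of a gene, list members well above background on all 4 arrays only, and camera with a preset correlation of 0.01. Normexp was planned on the mean spot signal. It was run on the median spot signal and the median local background, which the files hold. The methods' t-test, unpaired with a pooled variance, was run on the same values.

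The fit was tested on simulated data for KO against WT, with 33464 probes drawn from the fitted WT means and the fitted distribution of variances. Of these probes, 50 were changed by each log2 size of 1, 2, 4 and 8. The median estimates were 1.00, 1.98, 4.05 and 8.04. In limma, an unadjusted p under 0.05 was reached by 52.0% of the probes changed by 1, by 84.0% of those changed by 2, by 96.0% of those changed by 4 and by 4.77% of unchanged probes. The adjusted threshold was passed by 72.0% of the probes changed by 8 and by 0% of those changed by 4 or less. In the same simulation, 1 unchanged probe had an adjusted p under 0.05. For fry, raising the macrophage list by 2 gave an adjusted p of 0.0645, and 0 of the 15 other lists passed.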

Results

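The data were 4 one-colour arrays of spleen RNA, 3 from WT pigs and 1 from an IL2RG KO pig. The spots well above background numbered 28958 (66.1%) on WT 1, 31113 (71.0%) on WT 2, 31863 (72.7%) on WT 3 and 29925 (68.3%) on KO. The 75th percentile of the processed signal was 640 on WT 1, 816 on WT 2, 820 on WT 3 and 646 on KO. The median coefficient of variation among replicate spots was 4.32% on WT 1 and 4.50% on KO, which shared slide 1. It was 7.48% on WT 2 and 7.16% on WT 3, which shared slide 2. Expression values below are log2 signals relative to the 75th percentile of the array. Differences are KO minus the WT mean unless another pair is named. Each WT mean is over 3 arrays with its SD, and the KO value has no replicate.

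Arrays of 1 slide resembled each other more than arrays of different slides. Across the 33464 probes tested, which are not independent replicates, Pearson's r was 0.976 between WT 2 and WT 3 and 0.963 between WT 1 and KO. Between slides it was 0.949 for WT 1 with WT 2, 0.949 for WT 1 with WT 3, 0.943 for WT 2 with KO and 0.943 for WT 3 with KO. At least 2-fold apart were 2599 probes between WT 2 and WT 3, and 5360 between WT 1 and KO. The count was 6858 between WT 1 and WT 2 and 7776 between WT 1 and WT 3, so WT spleens on different slides differed at more probes than WT 1 and KO did. Between slides, KO differed from WT 2 at 9198 probes and from WT 3 at 9967.

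The targeted gene was examined first, since it checks the label of the KO array. IL2RG had 2 probes, and KO was the lowest of the 4 arrays on both. On the brighter probe, the WT value was -1.21 ± 0.49 (SD, n = 3) and the KO value was -1.98. The difference was -0.77 with a standard error of 0.48, which limma did not call (adjusted p = 0.580 over all probes). On the other probe the WT value was -1.83 ± 0.56 (SD, n = 3) and the KO value -3.95. That difference was -2.12 with a standard error of 0.53, and limma did not call it either (adjusted p = 0.403 over all probes). Within slide 1, KO was below WT 1 by a log2 difference of -1.34 on the brighter probe and -2.77 on the other. The alternative that moved the IL2RG value most was the mean of both probes, at -1.45.

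The study asked whether partners of IL2RG in the receptor and its kinases differed in KO. IL2RA was dim, and it was well above background on KO and on 2 of the 3 WT arrays. Its WT value was -4.77 ± 0.76 (SD, n = 3), its KO value was -4.98 and its difference -0.21, within the WT range (limma, adjusted p = 0.913 over all probes). The sign of this difference was not stable, since it was 0.11 under quantile normalisation, 0.032 under the median shift and 0.65 with the slide as a block. JAK1 was 4.84 ± 0.32 (SD, n = 3) in WT and 5.41 in KO, a difference of 0.57 that limma did not call (adjusted p = 0.592). Its 5 probes gave differences between 0.33 and 0.57. Of the 6 receptor partner genes tested, 5 were higher and 1 was lower in KO, and 0 passed adjustment over all probes or adjusted over the list alone, with 2 at an unadjusted limma p under 0.05. These were IL4R and STAT5A, the genes of this list with KO above the WT range by 2-fold or more. IL4R rose from -1.12 ± 0.30 (SD, n = 3) in WT to 0.57 in KO, a difference of 1.69 (limma, adjusted p = 0.388 over all probes and 0.0580 over the list alone). STAT5A rose from -0.98 ± 0.28 (SD, n = 3) to 0.34, a difference of 1.32 (limma, adjusted p = 0.411 over all probes and 0.0588 over the list alone). Both passed over the list alone under 4 processing alternatives. They also did without WT 1, but KO and the WT arrays left then lie on different slides. That setting cannot tell genotype from slide.

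Across the array, 0 probes passed the limma threshold, and the smallest adjusted p was 0.0713. At an unadjusted limma p under 0.05 with a 2-fold difference there were 3171 probes, 1503 higher and 1668 lower in KO. These counts were 2838 and 4879 without WT 1, and 714 and 797 without WT 2. Without the fold condition there were 3767, where 1673 would be reached by chance. The methods' t-test called 1327 probes at its unadjusted threshold with a 2-fold difference (643 higher, 684 lower), 440 with a 4-fold difference (235 higher, 205 lower), and 0 after Bonferroni or Benjamini-Hochberg adjustment. The settings that gave any adjusted limma call were normexp, with 4 probes, and eBayes with a trend, with 6. Of those, 3 and 2 were probes of SAA3, and the others had no gene name.

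Counted by size alone, 7051 probes differed by at least 2-fold, 2590 higher and 4461 lower in KO (63.3% lower), and 1546 by at least 4-fold, 575 higher and 971 lower. KO lay outside the range of the WT arrays for 61.8% of probes, where chance gives 50%. The excess of lower probes depended on brightness. Probes were divided into 4 equal bins of brightness by the mean of the KO value and the WT mean. In the dimmest bin 490 were at least 2-fold higher and 2543 lower (83.8% lower), and in the brightest 960 higher and 287 lower (23.0% lower). Among probes well above background on all 4 arrays, 2032 were at least 2-fold higher and 2243 lower (52.5% lower), but a probe that falls in KO can leave that set by falling. It depended on the scaling as well. The lower share was 50.2% under quantile normalisation (3009 higher, 3033 lower), 44.6% under the median shift (3893 higher, 3138 lower), 40.2% under normexp (1629 higher, 1093 lower), 46.3% in the deposited table (2024 higher, 1744 lower) and 70.9% with the 75th percentile taken over probes well above background on all 4 arrays (2150 higher, 5249 lower). The median difference over all tested probes was -0.11, and it was -0.02 under quantile normalisation, 0.13 under the median shift and -0.22 under that last percentile. With the slide as a block, 2658 probes were at least 2-fold higher and 2702 lower (50.4% lower). Leaving out WT 1 raised the number at least 4-fold lower to 1882.

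**Figure D1:**
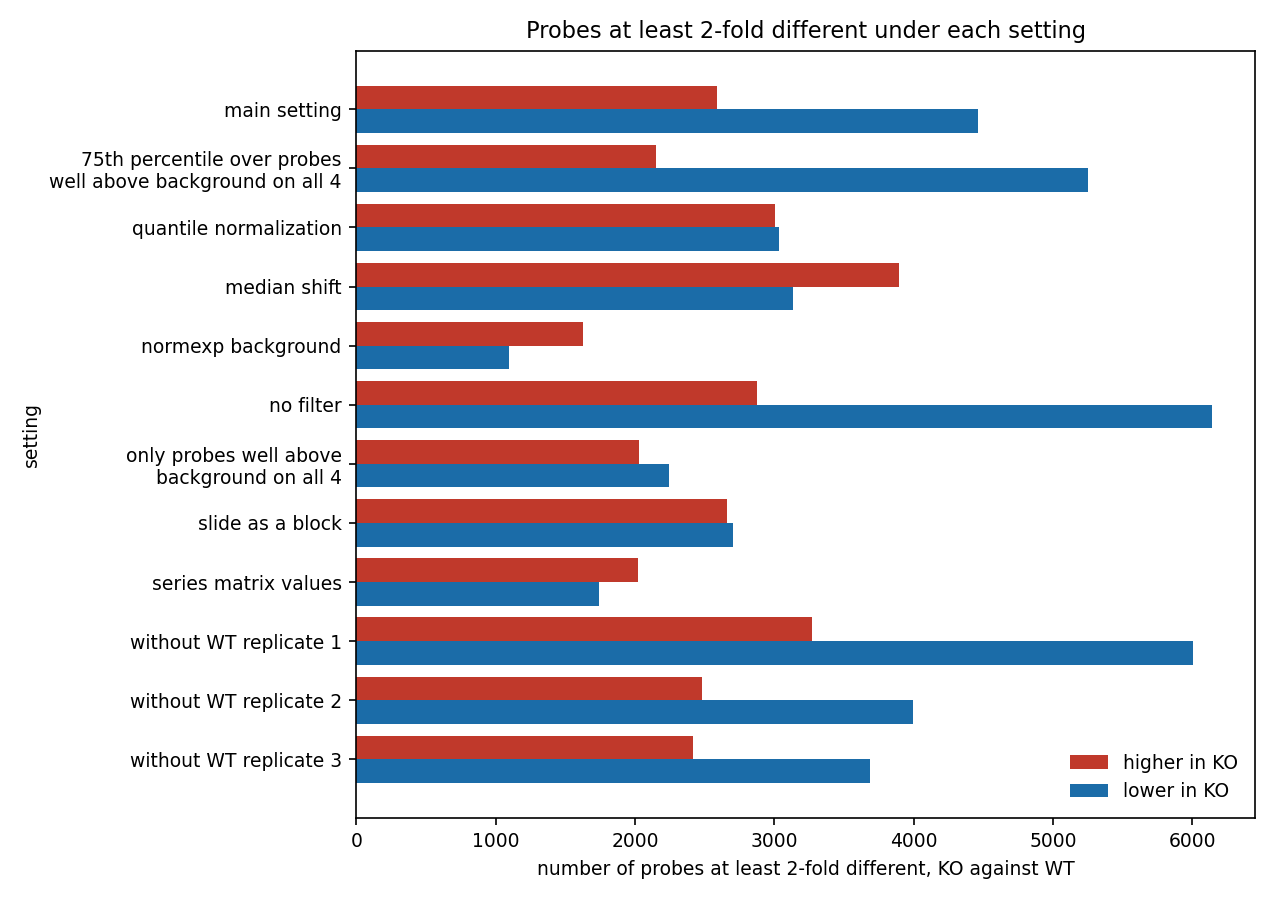
Bars give the number of probes at least 2-fold higher (red) or lower (blue) in KO than in the mean of the WT arrays, under the main setting and 11 alternatives. Under the main setting 2590 were higher and 4461 lower, and with the slide as a block 2658 were higher and 2702 lower.

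Each array was then set against the other 3. With KO as the lone array, 3171 probes had an unadjusted limma p under 0.05 and a 2-fold difference. With WT 1 as the lone array there were 1347, with WT 2 721 and with WT 3 897. KO gave the highest count among the 4, and with 4 splits a share below 0.25 cannot be reached. The order was the same for KO under quantile normalisation, with 2659 probes, and among probes well above background on all 4 arrays, with 2540.

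Genes that the study names from other assays in spleen or thymus were read next, of which 21 were tested. Of these, 11 were higher and 10 lower in KO, 14 had KO outside the WT range, where chance gives 50%, and 7 had an unadjusted limma p under 0.05. None passed adjustment over all probes, a count of 0, and 2 passed adjusted over the list alone. Both are B cell genes. MS4A1, which encodes CD20, was 0.92 ± 0.51 (SD, n = 3) in WT and -4.00 in KO, a difference of -4.92 (limma, adjusted p = 0.285 over all probes and 0.0128 over the list alone). CD79A was 0.21 ± 0.51 (SD, n = 3) in WT and -3.90 in KO, a difference of -4.11 (limma, adjusted p = 0.305 over all probes and 0.0128 over the list alone). Both were below all 3 WT arrays, and within slide 1 the log2 difference from WT 1 was -5.38 for MS4A1 and -4.70 for CD79A.

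Other genes of that list with KO at least 2-fold outside the WT range were higher in KO than in all 3 WT arrays. The differences were 1.74 for CD4, 1.45 for SPI1 (which encodes PU.1), 1.53 for STAT3 and 3.65 for IFNG, and the WT SDs were 0.57, 0.31, 0.23 and 1.42. Adjusted over all probes, limma gave 0.430, 0.406, 0.388 and 0.432, and adjusted over the list alone 0.117, 0.0910, 0.0666 and 0.117. Without WT 1, 6 genes of the list passed over the list alone, among them MS4A1, CD79A, SPI1, STAT3 and IFNG. Leaving out WT 1 sets KO on slide 1 against WT 2 and WT 3 on slide 2, so that setting cannot tell genotype from slide. Its residual spread came from WT 2 and WT 3 alone, which shared a slide. Within slide 1, KO stood above WT 1 by 1.27 for CD4, 1.09 for SPI1, 1.37 for STAT3 and 2.19 for IFNG. Among genes that did not meet this rule, CD3E differed by -0.53, CD8A by 1.78, NCR1 by -1.16, STAT4 by -1.07 and STAT6 by 0.87. The adjusted limma p over all probes was 0.790, 0.570, 0.542, 0.460 and 0.465. IL21 was well above background only on KO, and its signal there was at least 1.98-fold higher than in WT. IL4 was well above background on KO and on 1 WT array, and no fold is given for it.

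**Figure D2:**
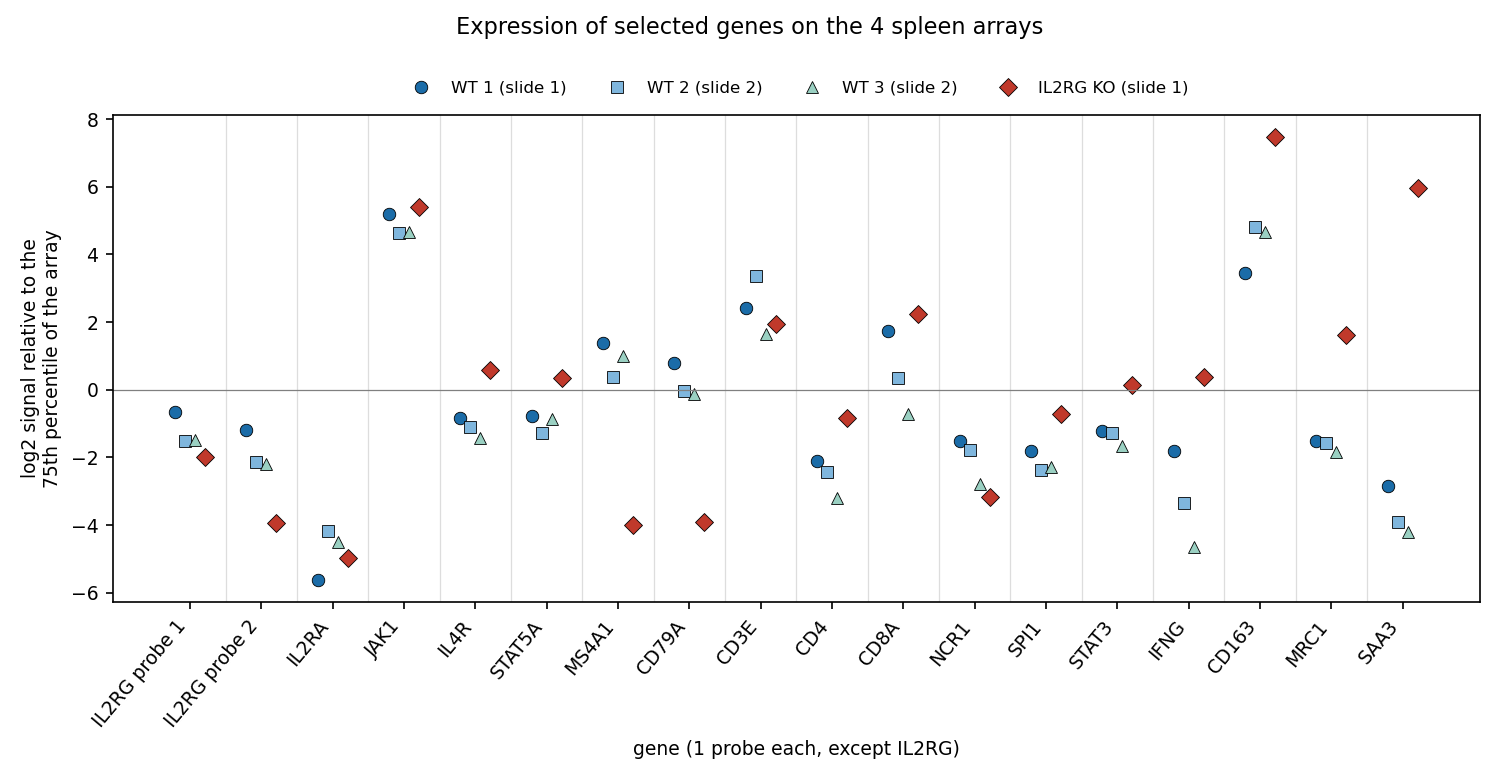
Points give log2 signal relative to the 75th percentile of the array (vertical axis) for 1 probe per gene, and both IL2RG probes, on each of the 4 arrays, with WT in blue and green and KO in red. KO lies below all WT arrays for MS4A1 (-4.00) and CD79A (-3.90) and above them for SAA3 (5.97).

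The genes with the largest differences were taken from those well above background on all 4 arrays with KO outside the WT range, since no probe passed the threshold. SAA3, which encodes a serum amyloid A protein, was -3.66 ± 0.71 (SD, n = 3) in WT and 5.97 in KO, a difference of 9.63 with a standard error of 0.64 (limma, adjusted p = 0.269). Its 5 probes gave differences between 8.68 and 9.82, and 2 of them had the adjusted limma p of 0.0909. CXCL9 was higher by 5.44, CXCL11 by 5.33, CCL8 by 4.95 and MUL1 by 4.92, with WT SDs of 1.70, 0.97, 1.39 and 0.15. Their adjusted limma p lay between 0.258 and 0.411. The lowest was LOC396781, an immunoglobulin heavy chain gene (synonym IGHG), at -7.34 with a standard error of 2.42 (limma, adjusted p = 0.432). Its WT values spread widely, at 9.03, 6.65 and 3.22, and its KO value was -1.05. Its 13 probes gave differences between -9.77 and -7.22, and signal of such a gene family can come from related members. LOC100152327 differed by -5.72 and LGALS7 by -4.54, with WT SDs of 3.03 and 3.29 and adjusted limma p values of 0.492 and 0.575. For LGALS7 the KO array differed from WT 1 on the same slide by -0.75.

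The study asked which lymphocytes the KO spleen lacked. By staining of tissue, it describes KO pigs as lacking CD4, CD8 and NK cells. It reports B cells as present but strongly reduced, and some CD3 positive cells. Lists of T, NK and B cell genes were therefore tested as sets, and 0 of the 16 lists tested passed fry after adjustment, with a smallest adjusted p of 0.0834. Camera with its preset correlation passed 6 lists, of which fry called 0. The B cell list had 4 measured genes of 18. Its median difference was -4.28, at percentile 0 of 10000 random lists of equal brightness, and the adjusted p was 0.101 by fry from limma and 0.00887 by camera. MS4A1 and CD79A were lower, and CD72 was higher by 1.49. MS4A1 and CD79A also belong to the genes the study names. The T cell list had 12 measured genes, of which 8 were higher and 4 lower, with a median of 0.61 (fry from limma, adjusted p = 0.836). That T cell median lay at percentile 97.95 of the random lists. The NK cell list had 6 measured genes, with a median of 0.87 at percentile 98.2 of the random lists (fry from limma, adjusted p = 0.920). Against WT 1 on the same slide, the medians were -4.73 for B cells, -0.066 for T cells and -0.37 for NK cells, so the sign of the T and NK cell lists changed. Within slide 1, NCR1, which encodes the CD335 that the study stained, was lower in KO by a log2 difference of -1.66. CD4 and CD8A RNA was higher than the WT mean, by 1.74 and 1.78, unlike the loss of such cells the study describes. CD3E differed by -0.53. RNA of 1 spleen and stained cells are unlike measures, so the disagreement is not resolved here.

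Macrophage genes were higher in KO. All 11 measured genes had a positive difference, with a median of 1.56 at percentile 100 of the random lists (adjusted p = 0.0834 by fry from limma and 2.66e-06 by camera). Within slide 1 the median was 1.36. The fit with the slide as a block rests on that same difference between KO and WT 1, so it adds no separate evidence. The genes with the largest differences were FCGR1A at 3.90, MRC1 at 3.26 and CD163 at 3.17, with WT SDs of 1.62, 0.17 and 0.74. Interferon response genes had a median of 2.02, with 12 of 12 higher in KO, led by CXCL10 at 4.22, GBP1 at 2.94 and IFIT3 at 2.85. The WT arrays themselves differed by a median of 2.07 between WT 1 and the mean of WT 2 and WT 3, and fry gave an adjusted p of 0.577. Within slide 1 the interferon median was 0.83. Cell cycle genes had a median of -1.24, with 8 of 8 lower in KO (fry from limma, adjusted p = 0.216), led by CDC20 at -1.87, CCNB1 at -1.73 and CDK1 at -1.55. Within slide 1 it was -0.87.

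Of the JAK-STAT genes that the study describes as higher in KO thymus, 9 were measured, 8 were higher, and the median was 1.52 (fry from limma, adjusted p = 0.0979), with IL15 at 2.75. Of those described as lower there, 4 were measured and 3 were lower in spleen, with a median of -0.42 (adjusted p = 0.0979). IL12RB1 was higher at 0.79, or -0.25 within slide 1, and BCL2L1 was -0.98. IL2RG, the disrupted gene itself, is 1 of these 4. The list median lay at percentile 11.54 of the random lists. The receptor partner list had a median of 0.50 (adjusted p = 0.0979) and the list of genes the study names 0.37 (adjusted p = 0.920). In the remaining lists, the median was -0.18 for granulocytes, -1.84 for megakaryocytes, 0.14 for the immediate early response, 0.21 for stroma and -0.61 for pancreas, with adjusted fry p values from limma of 0.920, 0.751, 0.836, 0.603 and 0.778. The granulocyte median was 0.057 under the median shift. The granulocyte, megakaryocyte and pancreas medians changed sign within slide 1, to 3.17, 0.25 and 0.18. Control genes had a median of 0.39 and a mean of -0.17, and fry gave an adjusted p of 0.706. Plasma cell and erythroid lists had 2 measured genes each and were not tested as sets. XBP1 differed by -0.13, by 0.63 without WT 1 and by -1.65 within slide 1. KLF1 differed by -4.42 and HBE1 by -0.65, both within the WT range and of the other sign within slide 1, at 1.51 and 2.03. Of the sex-linked list only SRY had a named probe, which was well above background on 0 arrays.

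**Figure D3:**
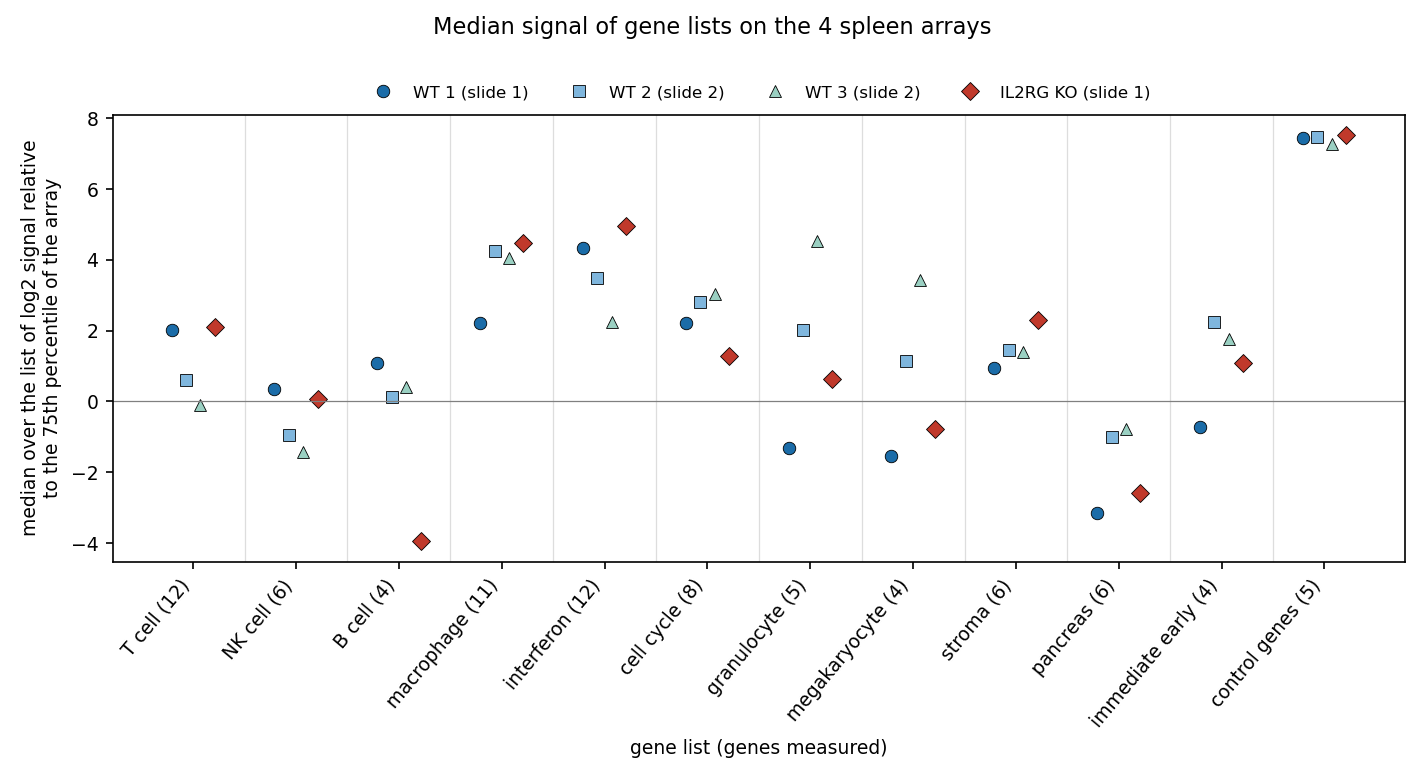
Points give, for each array, the median over a gene list of log2 signal relative to the 75th percentile of the array (vertical axis), with the number of measured genes after each list name. KO lies below every WT array for B cells (-3.95), and for granulocytes WT 3 (4.54) and WT 1 (-1.31) lie farther apart than KO (0.63) and WT 2 (2.02).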

Values the study reported

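The study described its microarray as holding 43,803 probe sets, and it describes arrays from 2 KO animals. In spleen it reported 3405 genes with a change of at least 2.0-fold and 523 with at least 4.0-fold at a p below 0.05 in an unpaired t-test, for which it states a Bonferroni correction. Of these, 2355 and 292 were higher in the KO animals, and 1050 and 231 were lower.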

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

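The eBayes settings, the methods' t-test, the scalings, filters, block and replicate settings below were planned, and no test in this part was chosen only after the results were seen. The genes followed here include some named after their values had been seen. Of 20 alternatives for the number of probes past the adjusted threshold, 17 gave 0 like the setting of the report. Normexp gave 4, eBayes with a trend 6 and the unadjusted methods' t-test 1327. The causes of the first pair were not tested, and the t-test count follows from its missing adjustment.

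Under normexp, probes with an unadjusted limma p under 0.05 that were at least 2-fold lower fell to 443, probes at least 2-fold higher or lower to 1629 and 1093, and those at least 4-fold to 311 and 206. An offset of 50 draws dim probes together, so smaller differences follow from its construction. Under the median shift, 3893 probes were at least 2-fold higher, and 1104 lower ones had an unadjusted limma p under 0.05. Quantile normalisation left 609 probes at least 4-fold lower. For these scalings the cause was not tested beyond the shift of the median given above. With only probes well above background on all 4 arrays, 2243 were at least 2-fold and 339 at least 4-fold lower, as fewer dim probes were counted. In the deposited table, which holds such probes only, 1744 were at least 2-fold lower, 376 and 286 were at least 4-fold higher and lower, and 793 lower ones had an unadjusted limma p under 0.05. The slide as a block gave 2702 at least 2-fold lower.

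Leaving out a WT replicate also lowered the residual degrees of freedom. Probes with an unadjusted limma p under 0.05 and a 2-fold difference ranged from 714 to 2838 for higher and from 797 to 4879 for lower ones, with both highest counts without WT 1, the WT array on the other slide from WT 2 and WT 3. Those at least 4-fold lower ranged from 784 to 1882. With 1 KO array, the lone sample is assumed to vary like WT in each of these fits. Without WT 1, KO and the WT arrays left lie on different slides, so that setting cannot tell genotype from slide. No paired analysis was possible because the KO title carries no replicate number and the groups share fewer than 2 numbers.

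IL2RG kept its direction in all 12 alternatives, from -1.45 to -0.49, and passed the adjusted threshold in 0. Over 45 genes followed, 536 values were computed under the alternatives, of which 526 kept their direction and 0 passed. IL2RA reversed to 0.11 under quantile normalisation, 0.032 under the median shift and 0.65 with the slide as a block, and ranged from -0.64 to 0.086 when a WT replicate was left out. With the slide as a block IL12RB1 reversed to -0.25, KLF1 to 1.51 and HBE1 to 2.03. HBE1 ranged from -1.99 to 0.090 without a WT replicate. XBP1 was -1.65 with the slide as a block, reversed to 0.11 under the median shift and ranged from -0.70 to 0.63 without a WT replicate. The cause was not tested. Receptor partners past adjustment over the list alone numbered 2 under the median shift, normexp, the filter to all 4 arrays and the deposited table, and between 0 and 2 when a WT replicate was left out. In each case they were IL4R and STAT5A. Genes the study names numbered 4 past it under that filter and in the deposited table, namely MS4A1, CD79A, SPI1 and STAT3, and from 2 to 6 without a WT replicate, with 6 without WT 1. Fewer genes were tested under that filter and in that table, 17 in place of 21.

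Lists past adjustment numbered 1 under quantile normalisation and 1 in the deposited table, both times macrophages, and 2 with the slide as a block, macrophages and stroma. They numbered 1 with the mean of all probes, the JAK-STAT genes named as lower, and 6 with camera, where the B cell median of -4.28 passed. At the setting of the report, 0 of those 6 held in fry. The JAK-STAT list that passed with the mean of all probes holds IL2RG, the disrupted gene itself. That mean moved IL2RG from -0.77 to -1.45, so the list is not independent of the targeted gene. With the slide as a block, the T cell median was -0.066, the NK cell median -0.37, the granulocyte median 3.17, the megakaryocyte median 0.25 and the pancreas median 0.18, all reversed. That block compares KO with WT 1 alone, and its residual spread comes only from WT 2 and WT 3. Why WT 1 differs was not tested here. The granulocyte median was 0.057 under the median shift and ranged from -1.86 to 1.33, the highest without WT 3, when a WT replicate was left out. The immediate early median ranged from -0.25, without WT 1, to 0.48, without WT 2. The B cell median stayed between -4.73 and -2.84 in all 14 alternatives and the macrophage median between 1.36 and 1.90. KO gave the most probes among the 4 lone arrays, rank 1, in both alternatives of that comparison.

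Signal over background limits the dim probes. Of the tested probes 6061 were not well above background on every array, and their median difference was -0.61, against -0.05 for the other 27403. KO itself enters that division, so a fall in KO can place a probe among the 6061.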

Other observations

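The tests of the B cell genes, of the excess of lower probes, of the blood lineage genes, of the granulocyte genes and of the interferon list were chosen only after the results were seen. The comparison of the splits was planned, and its reading was set after it was seen. The tests of interferon gamma targets and of acute inflammation genes were written before those values were looked at.

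WT 1 differed from WT 2 and WT 3, which lay on the other slide, in genes of blood lineages. Over 11 erythroid, granulocyte and megakaryocyte genes, WT 1 was below the mean of WT 2 and WT 3 by a median log2 difference of -4.75, and 11 of 11 genes were lower. The central range of random lists of equal brightness was -0.31 to 0.58, which argues against a slide-wide or scan-wide shift. KLF1, an erythroid transcription factor, was -4.68 on WT 1 and -3.17 on KO, but 4.05 on WT 2 and 4.38 on WT 3. Granulocyte genes broke the pattern, since KO was above WT 1 on the same slide by a median of 3.17, so slide alone does not explain them. Different amounts of blood-forming cells in the WT spleens are a candidate explanation. The design names no group for it, so no biological explanation was tested, and a difference in tissue handling stays open.

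The excess of probes lower in KO may come from dim probes on the slide of WT 2 and WT 3. Within slide 1, between KO and WT 1, 50.4% of the probes at least 2-fold apart were lower, against 63.3% against all WT arrays. In the dimmest of 4 equal bins of probes, 84.6% of those at least 2-fold apart were lower in WT 1 than in WT 2 and WT 3, 83.8% were lower in KO than in WT, and 53.0% were lower in KO than in WT 1. In the next bin 62.9% were still lower in KO than in WT 1, and without the filter the dimmest bin gave 56.1%, so a part of the excess was present within slide 1. In the brightest bin most such probes were higher in KO, with 23.0% lower against WT and 27.1% against WT 1. A true difference of the WT 2 and WT 3 animals at dim genes would look alike and stays open.

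B cell genes were far lower in KO. A slide difference would lower WT 1 as well, but over the B cell list WT 1 was above the mean of WT 2 and WT 3 by 0.78. Scaling did not account for it, since over the scalings, normexp and the deposited table the median lay between -4.39 and -2.84. A lower share of all lymphocytes would lower T cell genes as far. The 12 T cell genes went both ways, with a median of 0.61 against WT and of -0.066 within slide 1, and over both comparisons they lay between -2.04 and 1.78, above the B cell medians of -4.28 and -4.73. This argues against it as the whole cause. A smaller loss of T or NK cells stays open, and the NK cell median was -0.37 within slide 1. Age or maturity cannot be told apart from genotype, as the labels give no age. Immunoglobulin heavy chain signal already spanned a log2 range of 5.80 among WT spleens. On these arrays, a loss of B cells that goes with the genotype is therefore a hypothesis resting on 1 animal and 4 measured genes. CD72 went the other way at 1.49, and a wrong label or an animal-specific cause stays open. Apart from its arrays, the study reports few CD20 and CD79a positive cells in stained KO spleen and calls B cells strongly reduced. Its RT-qPCR found most genes of late B cell development lower. From its arrays, however, it describes B cell development genes as patterned like WT.

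Interferon response genes were higher in KO than in the WT mean, and part of that may be variation that WT spleens also show. For 11 of 12 genes of the list, WT 1 lay nearer to KO than to WT 3, with IFIT1 as the exception. WT 3 was the WT array with the lowest median. Set against WT 2 the count was 9 of 12, and CXCL10, GBP1 and IRF7 lay nearer to WT 2. Interferon gamma targets were then compared within slide 1. Their median KO minus WT 1 was 1.08, at percentile 100 of the random lists, and 12 of 13 genes were higher, with TAP2 as the exception at -1.35. IFNG itself was above WT 1 by 2.19, so an interferon gamma response in this KO spleen is a candidate explanation. The macrophage list was also higher within slide 1, by a median of 1.36. The paper proposes that macrophage infiltration may raise IFNG RNA in KO pigs, so a larger share of macrophages stays open as well. Whether the rise of these targets follows from the genotype or from an infection of the animal was not tested.

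SAA3 had the largest rise among named genes well above background on all 4 arrays, at 9.63. If acute inflammation in the KO animal were the cause, other such genes would be higher. Their median KO minus WT was 1.26, at percentile 100 of random lists, and 9 of 13 were above all 3 WT arrays. IL1B was higher by 3.81. CXCL8 was higher by at least 8.05 on the log2 scale, with WT 3, where it was not well above background, at the lowest signal that was. HP, CP and CRP were not higher than the WT mean, with differences of -1.08, -0.47 and -0.16, but within slide 1 they were higher by 2.14, 0.36 and 0.15. LBP was not well above background on KO, and no difference is given for it. Within slide 1 the median was 1.40, and 12 of 13 genes were higher. Inflammation in this spleen is a candidate explanation, and neither infection nor the genotype as its origin was tested.

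Chance cannot be excluded for the number of probes that separate KO from WT. Of the 4 splits of the arrays into 1 and 3, 1 gave at least as many probes with an unadjusted limma p under 0.05 and a 2-fold difference, the real one, and with 4 splits the share is never below 0.25.

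The study states a Bonferroni correction for its counts and describes more KO animals than the single KO spleen array held here. The methods' t-test was run on the main values only and not on the deposited table. Which values and threshold the study's counts rest on was therefore not settled here, and the reason for the differences that follow stays open. The methods' t-test called 1327 probes with a 2-fold difference at its unadjusted threshold. That is lower than the value quoted from the study above. The number higher in KO by that test was 643. That is lower than the value quoted from the study above. The number lower in KO was 684. That is lower than the value quoted from the study above. With a 4-fold difference that test called 440 probes at its unadjusted threshold, 235 higher and 205 lower. These counts are nearer to the values quoted from the study above. After the Bonferroni adjustment the 2-fold count by that test was 0. That is lower than the value quoted from the study above. By limma at an unadjusted p under 0.05 with a 2-fold difference, the median shift gave 2233 higher and 1104 lower probes. Those 2 counts are nearer to the values quoted from the study than the 1503 and 1668 of the main setting. The median shift is 1 of 11 alternatives, and without WT 1 the counts were 2838 and 4879. The match therefore does not show which values the study used.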
